A study of Larimichthys crocea with 3 samples.

How the data were processed

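Single-cell RNA sequencing libraries from 3 testes (juvenile, adult regressed and adult differentiating), 1 library per group, were made with the 10x Genomics Chromium 3′ v3 chemistry per the labels' protocols. The authors deposited UMI counts per gene and barcode, written by Cell Ranger 5.0.0 per the file headers and not normalised. Neither the genome build and annotation nor the settings for calling cells are stated, so no coordinates are given. Each library held at least 500 UMIs in every deposited barcode. The 27368 features carry gene symbols or LOC numbers. Of the 15972 LOC features, 15971 were found in a reference table of assembly L_crocea_2.0, used only for names, and 6125 received a symbol there.

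Gene lists, marker lists, filters, clustering settings and most alternatives were fixed before the data were examined. Kept cells had at least 500 UMIs, at least 300 detected genes and at most 20% mitochondrial UMIs, counted over 13 mitochondrial genes. Doublets were scored per library by the method of Scrublet, written out in code for exact repeatability and not run from the package, with 2 simulated doublets per barcode. The highest scores were removed at a rate of 0.8% per 1000 deposited barcodes, which took 1752 adult differentiating, 2543 adult regressed and 180 juvenile barcodes. The automatic threshold marked 4.12%, 0% and 0.021% of barcodes, so it did not work in the last 2 libraries and served only as an alternative.

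Counts were scaled to 10000 per cell and log-transformed (natural log of 1 + value). Within libraries, 2000 variable genes were selected after leaving out 99 panel genes, the mitochondrial genes and 83 ribosomal protein genes. Clusters came from 30 principal components, 20 nearest neighbours and Leiden clustering at resolution 1, with no correction for library, since library and stage cannot be separated in this design. Marker genes took part in the clustering, so their levels by cluster are no evidence for the classes.

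A cluster was scored for each class by the log2 level of its markers (10 CPM added), each taken relative to that marker's mean over all clusters. The mean over the markers was the score, so every name is relative to the other clusters. A cluster took the name of the class with the highest score if at least 3 of its markers were raised. Raised meant 2-fold over the mean of all clusters, on the log scale, and found in at least 5% of the cluster's cells. The cluster stayed unnamed where another class had more markers among its 10 leading genes, or where its cells had a median of under 0.333 of their library's UMIs with no own marker among the leading genes. These thresholds were set before any cluster was seen. A further 2 rules were added after the clusters had been seen, and they left a cluster unnamed where an oocyte gene stood among its 10 leading genes, or where a second class lay within 0.25 log2 with no own marker among the leading genes. The oocyte rule replaced a first version, which compared the score of the oocyte list with that of the best class, and the change was made after the result of the first version had been seen. The first version left clusters 21 and 23 unnamed, where the oocyte list scored 0.395 against 0.388 and 3.31 against 3.01. Both versions, and the names without the 2 rules, are given among the alternatives.

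Sums of UMIs per library, or per class and library with at least 50 cells, are given as CPM with exact Poisson intervals, ratios of sums with exact conditional binomial intervals, and shares with exact Clopper-Pearson intervals, all at the 95% level. They cover counting error only. A count of 0 was read against a floor of 3 counts. With 1 library per group, no p-value or count of changed genes was computed. Genes to be named were those of the fixed lists and, for 3 classes with at least 50 cells in both libraries of a pair, the 3 highest and 3 lowest ratios by the end of the interval nearer to 1, among genes with at least 100 UMIs and at least the CPM of the whole library. That second part named no gene, for want of cells, except in 1 comparison added later. In the hormone receptor list, 2 features share the name nr3c1, and its level is not given.

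For comparisons across depths, each cell was thinned without replacement to 1000 UMIs and shallower cells were left out. Alternatives changed 1 choice at a time, except that depth and whole-library sums over every deposited barcode also included doublets: the cell filter, the treatment of doublets, Leiden resolution, the number of variable genes, centring of genes within libraries, clustering of thinned cells, the denominator of CPM, sums against means over cells, and the thinning depth. Alternatives added after seeing the data were the 2 changes of naming rules above, clustering of each library on its own, and a comparison of Sertoli-like cells from that clustering. Lists of oocyte, ovarian somatic and testicular somatic genes were also written after the leading genes of the juvenile clusters had been seen.

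The methods were tested on simulated data. With 200 genes changed by known folds, the 95% intervals held the true ratio for 97.5% of them in adult differentiating over adult regressed (16955 genes), 97.0% in juvenile over adult regressed (13379 genes) and 97.0% in juvenile over adult differentiating (13350 genes). In 1200 simulated cells of 4 classes with 27368 features, 100% were named correctly. In a separate set of 1000 simulated cells, 100 of them doublets, 98.0% of the cells removed were simulated doublets. These simulations followed the methods' own assumptions. Counts for the ratios were Poisson draws, and simulated single cells had equal depth, with the naming markers raised in each class. Simulated doublets always joined different classes. The tests therefore check the calculations and do not show how well naming or doublet removal worked in these libraries. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2, scikit-image 0.26.0 and matplotlib 3.10.9.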

Results

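Testes of the large yellow croaker, Larimichthys crocea, a teleost that breeds seasonally, were profiled by droplet single-cell RNA sequencing with unique molecular identifiers (UMIs). The 3 libraries came from a juvenile testis, an adult regressed testis and an adult differentiating testis, with 1 library per group. The series title names spermatogonial stem cells and the heterogeneity of spermatogenesis as its subject. There were no replicates, so no test between groups was made, every difference below is between libraries, and each interval is an exact 95% interval that covers counting error only.

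The deposited matrices held 14800 barcodes and 102809626 UMIs for the adult differentiating library, 17828 barcodes and 293009193 UMIs for the adult regressed library, and 4742 barcodes and 24826985 UMIs for the juvenile library. After filtering and doublet removal, 12841, 15276 and 4560 cells were kept, in the same order, with 81124913, 215420559 and 23648401 UMIs. The median kept cell had 3650 UMIs (95% interval of the median 3582 to 3716) in the adult differentiating library, 12044.5 UMIs (11922 to 12178) in the adult regressed library and 3100 UMIs (3068 to 3131) in the juvenile library. Median detected genes per cell were 1928 (1903 to 1954), 3694 (3668 to 3718) and 1479 (1471 to 1491). Over every deposited barcode, doublets included, the median of the adult regressed library was 12786 UMIs.

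**Figure D1:**
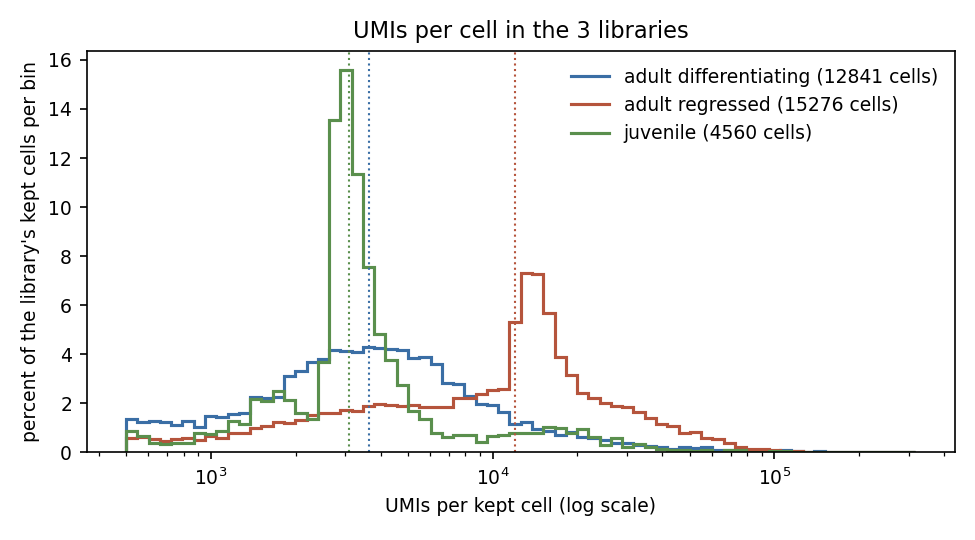
Distribution of UMIs per kept cell (horizontal axis, log scale) in each library, as the percent of that library's kept cells per bin (vertical axis). Dotted vertical lines mark the medians of 3650 UMIs (adult differentiating), 12044.5 UMIs (adult regressed) and 3100 UMIs (juvenile).

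Genes per cell were also compared at equal depth, with each cell thinned to 1000 UMIs and shallower cells left out (1186 adult differentiating, 652 adult regressed and 193 juvenile cells). The median was then 757 genes (756 to 758) in the adult differentiating library, 681 (680 to 683) in the adult regressed library and 660 (659 to 661) in the juvenile library. The unthinned medians of the same cells were 2064, 3764 and 1495 genes. At 2000 UMIs per cell the medians were 1296, 1177 and 1088 genes, in the same order. The median share of mitochondrial UMIs was 1.55% in the adult differentiating library, 0.198% in the adult regressed library and 0.289% in the juvenile library. The 50 most abundant genes of each library took 12.6%, 26.9% and 20.6% of its UMIs.

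The cell classes were compared to ask how germ cell and somatic cell makeup differs between the 3 kinds of testis. Clustering of all 32677 kept cells gave 24 clusters, of which 9 could be named from markers and 15 stayed unnamed. In 19 clusters, at least 95% of the cells came from 1 library, so that such a cluster may be that library and not a cell type. Clusters 8 and 9 were named spermatocyte-like, clusters 14 to 17 spermatid-like, cluster 21 undifferentiated spermatogonia-like, cluster 22 Sertoli-like and cluster 23 erythroid-like. The name of cluster 21 rested on 3 raised markers, dnd1, zbtb16 and nanos2. Most cells of the adult regressed and juvenile libraries lay in unnamed clusters.

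Spermatocyte-like cells made up 31.2% (30.5% to 32.1%) of the adult differentiating library, 4013 cells. The adult regressed library had 2 such cells and the juvenile library 4, or 0 and 111 with each library clustered on its own. In that separate clustering, unnamed adult regressed clusters of 1536 and 1144 cells scored highest for spermatocyte markers. They lost this name through a naming rule added after the clusters had been seen. The separate count of 0 therefore depends on that rule. Spermatid-like cells made up 19.3% (18.6% to 20.0%) of the adult differentiating library, 2474 cells, against 12 adult regressed and 6 juvenile cells. The share of undifferentiated spermatogonia-like cells was 2.51% (2.24% to 2.79%) in the adult differentiating library, 0.0262% (0.00714% to 0.0670%) in the adult regressed library and 0.855% (0.609% to 1.17%) in the juvenile library. For Sertoli-like cells the shares were 0.148% (0.0891% to 0.231%), 1.63% (1.44% to 1.84%) and 0.789% (0.553% to 1.09%), in the same order. Erythroid-like cells reached 2.41% (1.99% to 2.90%) of the juvenile library, with 16 cells in the adult differentiating and 11 in the adult regressed library. Unnamed clusters held 46.7% (45.8% to 47.6%) of adult differentiating, 98.2% (98.0% to 98.4%) of adult regressed and 95.7% (95.1% to 96.3%) of juvenile cells.

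These shares depended on the clustering and on how clusters were named. Centring genes within libraries gave 64.6% spermatocyte-like cells in the adult differentiating library, and Leiden resolution 2 gave 32.2% spermatid-like cells. Other changes came from removing the 2 naming rules added after the clusters had been seen. Cluster 1, with 3816 of its 3817 cells from the juvenile library, was then undifferentiated spermatogonia-like, which raised that class to 84.5% (83.5% to 85.6%) of juvenile cells, 0.0327% of adult regressed cells and an unmoved 2.51% of adult differentiating cells. Clusters 6, 12 and 20 were then spermatocyte-like, which raised that class to 62.4% (61.6% to 63.3%) of adult differentiating, 0.131% of adult regressed and 0.154% of juvenile cells. Cluster 19 was then macrophage-like, with 10.96% (10.1% to 11.9%) of juvenile, 0.0934% of adult differentiating and 0.138% of adult regressed cells. No cluster was undifferentiated spermatogonia-like in the adult differentiating library, a share of 0%, with the stricter cell filter, with genes centred within libraries, with cells thinned before clustering or with each library clustered on its own.

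**Figure D2:**
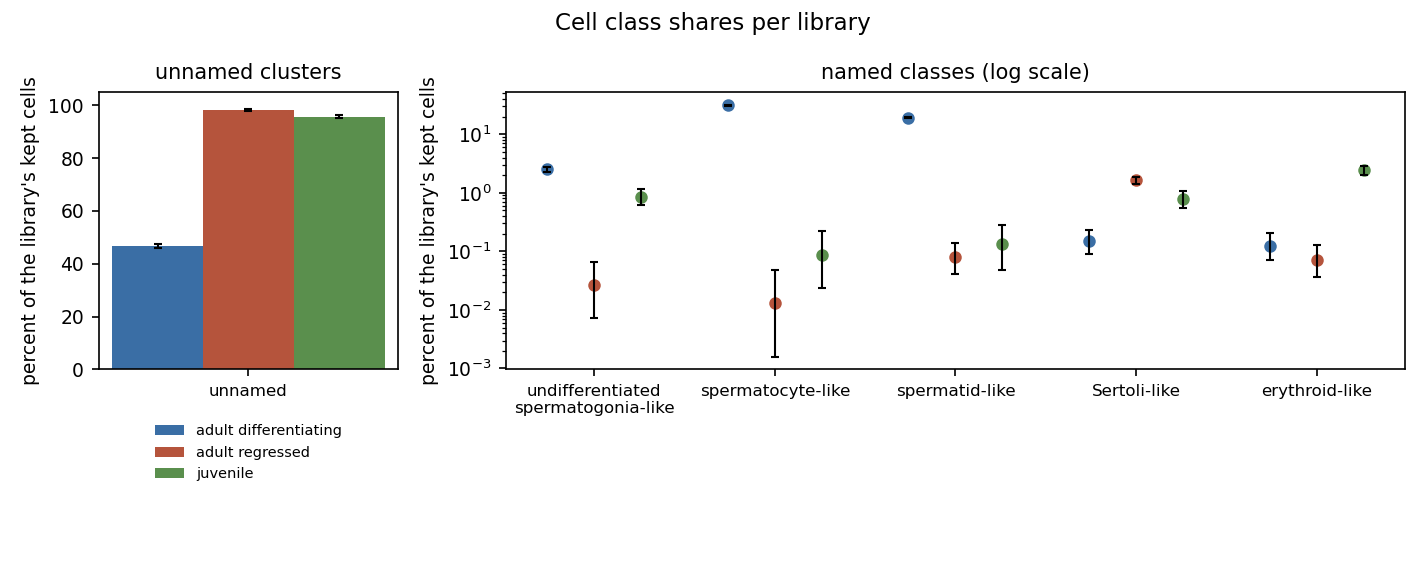
Share of each library's kept cells (percent) in unnamed clusters (left, bars from 0) and in named classes (right, log scale), coloured by library as in the key under the left panel. Error bars are exact Clopper-Pearson 95% intervals, counting error only. Spermatocyte-like cells were 31.2% and spermatid-like cells 19.3% of the adult differentiating library, and unnamed clusters held 98.2% of the adult regressed library.

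Among the 6809 named germ cells of the adult differentiating library, 4.73% (4.24% to 5.26%) were undifferentiated spermatogonia-like, 58.9% (57.8% to 60.1%) spermatocyte-like and 36.3% (35.2% to 37.5%) spermatid-like. No cluster was named differentiating spermatogonia-like. With each library clustered on its own, an adult differentiating cluster of 1642 cells would have had this name without the 2 naming rules added later. The adult regressed library had 18 named germ cells and the juvenile library 49, too few for a makeup, and 39 of the latter were undifferentiated spermatogonia-like. The 18 named cells are no count of the germ cells of the adult regressed library. Its unnamed clusters 3, 4, 5 and 13 held the piRNA gene ddx4 at 593.0 to 811.2 CPM, in 94.25% to 96.84% of cells. Its unnamed clusters 2, 7 and 10 held 391.1 to 508.6 CPM, and the Sertoli-like cluster 22 held 423.3 CPM. Free RNA was not separated from these levels, and markers named a cluster only relative to other clusters. Keeping doublets moved the makeup of the adult differentiating library most, to 41.2% spermatocyte-like and 50.0% spermatid-like.

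Levels of the fixed gene lists in the sum of all kept cells do not depend on the clustering. The spermatocyte markers took 8999 CPM (counts scaled to a common library total; 8978 to 9020) in the adult differentiating library, 3051 CPM (3043 to 3058) in the adult regressed library and 1052 CPM (1039 to 1065) in the juvenile library. For spermatid markers the levels were 3007 CPM (2995 to 3019), 405.6 CPM (403.0 to 408.3) and 229.4 CPM (223.3 to 235.5), in the same order. Sertoli cell markers took 24.1 CPM (23.0 to 25.1), 68.7 CPM (67.6 to 69.8) and 454.7 CPM (446.1 to 463.4). Undifferentiated spermatogonia markers took 211.5 CPM (208.3 to 214.7), 193.5 CPM (191.7 to 195.4) and 588.2 CPM (578.5 to 598.1). Their sum was highest in the juvenile library, whereas the share of undifferentiated spermatogonia-like cells was highest in the adult differentiating library. The gene bcl6 led the adult sums, with 41.61% (adult differentiating) and 31.65% (adult regressed) of their UMIs. In the juvenile library pou5f3 led with 33.82%. The list names bcl6b, and bcl6 entered because matching also tried each name without a last letter a or b. These sums are therefore no plain measure of undifferentiated spermatogonia. The adult differentiating library thus lay 2.95-fold (2.94 to 2.96) above the adult regressed library for spermatocyte markers and 7.41-fold (7.36 to 7.47) for spermatid markers, while its Sertoli cell markers lay at a ratio of 0.350 (0.334 to 0.367). The use of every deposited barcode, doublets included, moved the last of these ratios to 0.494. With median-of-ratios scaling, Sertoli cell markers in the juvenile library lay 9.02-fold above the adult regressed library, against 6.62-fold (6.45 to 6.78) by CPM. That scaling moved the median of all genes by 0.447 (log2) for juvenile over adult regressed, by 0.522 for juvenile over adult differentiating and by -0.075 for adult differentiating over adult regressed.

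Summed over its 13 genes, the piRNA list took 3450 CPM (3437 to 3463) in the adult differentiating, 2638 CPM (2631 to 2645) in the adult regressed and 1437 CPM (1421 to 1452) in the juvenile library. In the first of these tdrd6a alone made up 26.1% of the list's UMIs, with 898.9 CPM against 258.7 CPM in the adult regressed library. Of the 13 genes, 7 were higher in the adult differentiating than in the adult regressed library, but only 5 with the 50 most abundant genes left out of the denominator and 6 with median-of-ratios scaling. The proliferation list took 4617 CPM (4602 to 4632), 3443 CPM (3435 to 3451) and 6659 CPM (6626 to 6692), and ccnb1 made up 23.1% of the juvenile value. In the same order, ccnb1 stood at 45.2, 16.6 and 1538 CPM and ccna2 at 63.9, 36.2 and 1398 CPM. These 2 genes made up more than the whole juvenile excess over the adult differentiating library, and most of that over the adult regressed library. The higher juvenile sum is therefore no general rise of the list. Of the list's 24 genes, 18 were higher in the adult differentiating than in the adult regressed library (17 with median-of-ratios scaling). In the juvenile library 11 were higher than in the adult differentiating library, a count that median-of-ratios scaling raised to 15. Hormone receptor genes took 262.4 CPM, 267.6 CPM and 91.0 CPM, led by igf1r in each library. Of these 13 genes, 8 were higher in the juvenile than in the adult regressed library, and 7 than in the adult differentiating library. The lower juvenile sum was thus not shared by most of these genes. The niche signal list took 16.7 CPM (15.8 to 17.6), 24.1 CPM (23.5 to 24.8) and 82.4 CPM (78.8 to 86.2), and jag1 made up 53.6% of the juvenile value. The cell death and clearance list took 491.4 CPM (486.6 to 496.2), 475.7 CPM (472.8 to 478.6) and 1186 CPM (1173 to 1200), and its small difference between the adult libraries changed direction with scaling. The retinoic acid list took 83.8 CPM (81.8 to 85.8), 77.1 CPM (75.9 to 78.3) and 66.3 CPM (63.1 to 69.7). Each of its 3 ratios between libraries changed direction under 1 of the scalings tried. Of its 14 genes, 10 were higher in the juvenile than in the adult differentiating library, against the direction of the sums. Only 5 were higher in the adult differentiating than in the adult regressed library, also against the sums.

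**Figure D3:**
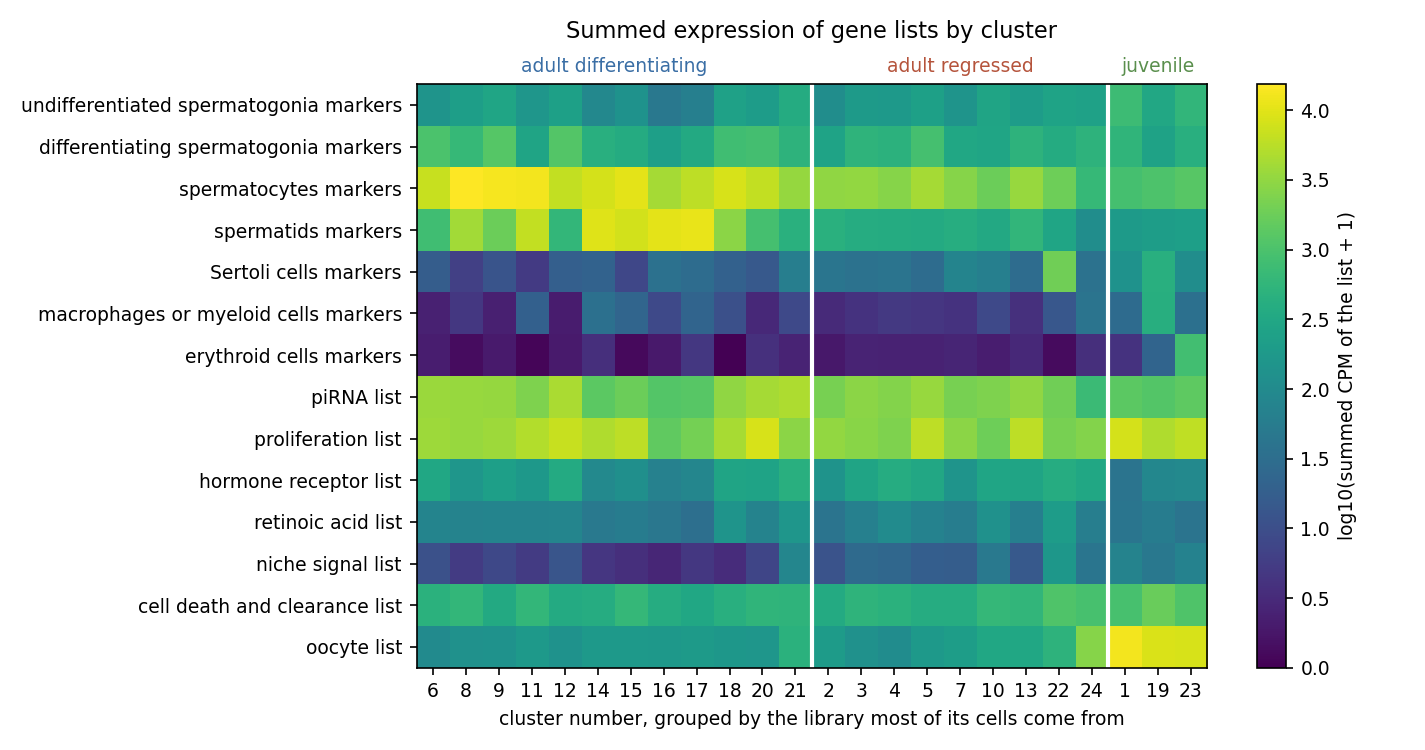
Summed CPM of each gene list (log10 of CPM + 1, colour) in each of the 24 clusters, grouped by the library most of their cells came from. The oocyte list was written after the clusters were seen, and it reached 13040 CPM in cluster 1 of the juvenile library. Marker genes took part in the clustering and the panel lists did not.

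Genes of the panel lists were left out of the clustering, so their level by class is no defining feature of a class. The piRNA list took 4713 CPM (4671 to 4756) in undifferentiated spermatogonia-like, 3415 CPM (3389 to 3441) in spermatocyte-like and 1471 CPM (1449 to 1494) in spermatid-like cells of the adult differentiating library. Outside the germ cell classes, it took 1813 CPM (1773 to 1855) in adult regressed Sertoli-like cells and 1215 CPM (1116 to 1321) in juvenile erythroid-like cells. These classes belong to other libraries, so their levels set no background for the adult differentiating library. The most abundant piRNA gene of undifferentiated spermatogonia-like cells was piwil1, at 1154 CPM (1134 to 1176), against 496.3 CPM in spermatocyte-like and 52.9 CPM in spermatid-like cells. In adult regressed Sertoli-like cells, 249 cells with a median of 9044 UMIs, aldh1a3 reached 89.0 CPM (80.1 to 98.5), pgr 57.7 CPM (50.6 to 65.5), inhbaa 53.4 CPM (46.6 to 60.9) and esr2b 23.8 CPM (19.3 to 29.0). The mean over cells of each cell's own CPM gave other levels. In adult regressed Sertoli-like cells it was 497.4 CPM for the hormone receptor list, against 315.4 CPM (298.6 to 333.0) from sums, and 169.2 CPM for the niche signal list, against 113.5 CPM (103.5 to 124.2). In spermatid-like cells it was 3600 CPM for the proliferation list, against 4637 CPM (4597 to 4677).

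Proliferation in undifferentiated spermatogonia-like cells could be measured in the adult differentiating library alone, with 322 cells, since the other libraries had 4 and 39 such cells. The list took 2825 CPM (2792 to 2858) there, against 3630 CPM (3603 to 3656) in spermatocyte-like cells of the same library. After thinning to 1000 UMIs, 69.6% (64.2% to 74.5%) of the undifferentiated spermatogonia-like cells had at least 2 UMIs of the list, and 99.7% had them before thinning, at a median of 26406 UMIs. The thinned share was 84.3% (83.2% to 85.5%) in spermatocyte-like cells (median 3249 UMIs), 75.1% (73.2% to 76.9%) in spermatid-like cells (median 3075.5 UMIs), 52.3% (45.8% to 58.9%) in adult regressed Sertoli-like cells (median 9044 UMIs) and 97.2% (92.1% to 99.4%) in juvenile erythroid-like cells (median 3962.5 UMIs). In juvenile erythroid-like cells ccnb1 led the list at 1626 CPM, near its 1538 CPM in the whole juvenile library. With shares this high in other germ cell classes of the same library, the share does not set the undifferentiated spermatogonia-like cells apart as proliferating. Thinning to 2000 UMIs moved it most, to 92.7%.

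Differences between libraries within a named class were not computed, because no named class had at least 50 cells in more than 1 library.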

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

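All tests reported here were chosen after the result had been seen. The result is a signal in genes of no fixed list, namely a list of 15 oocyte genes written after the leading genes of the juvenile clusters had been read. Oocyte genes did enter the class shares through the oocyte naming rule, which left cluster 1 of the juvenile library unnamed. Undifferentiated spermatogonia-like cells were 0.855% of juvenile cells with the 2 added naming rules and 84.5% without them. In the sum of all kept cells the list took 10549 CPM (10508 to 10590) in the juvenile library, against 155.8 CPM (153.1 to 158.5) in the adult differentiating and 191.1 CPM (189.2 to 192.9) in the adult regressed library. The most abundant of its genes in the juvenile library were h1m at 2681 CPM, zp3c at 2244 CPM, zar1 at 1482 CPM and zpcx at 1397 CPM. Each of the 15 genes also had UMIs in both adult testis libraries, and 12 of the 15 lay at least 10-fold above both of them. The smallest rise over the adult regressed library was that of figla, at a ratio of 1.90 (1.77 to 2.04), with 4604 UMIs in that library.

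The tables argue against a technical explanation of the difference between libraries, and the test of unequal depth could not decide. With each cell thinned to 1000 UMIs, the list still took 12.04 UMIs per juvenile cell against 0.138 per adult differentiating and 0.180 per adult regressed cell, 87.0-fold over the adult differentiating library. Thinning leaves the expected share of a list in each cell unchanged. The ratio was therefore bound to stay high, and it adds nothing to the CPM. Median-of-ratios scaling left the ratio of juvenile over adult differentiating at 97.3, so a few genes taking most of the counts are not the cause. Reads shared between paralogs stay open. All 15 genes had intervals above 1 against both adult libraries, but the list was written from genes that led juvenile clusters and holds paralogs such as zar1 and zar1l, so this count decides nothing.

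Free RNA from other cells may account for the signal in part of the cells. Juvenile erythroid-like cells held the list at 9944 CPM (9657 to 10238), which was 76.3% of the 13040 CPM in cluster 1, the largest juvenile cluster. The list lay at 9158 CPM in cluster 19, at 2359 CPM in juvenile undifferentiated spermatogonia-like cells and at 2024 CPM in juvenile Sertoli-like cells. These classes differ in depth, with medians of 14565.5, 9636 and 10664 UMIs against 2962 UMIs in cluster 1. In counts, the list took 167195 UMIs in the 3816 cells of cluster 1 and 4533 in 110 erythroid-like cells. It took 2094 UMIs in 39 undifferentiated spermatogonia-like, 1835 in 36 Sertoli-like and 71074 in 500 cluster 19 cells. Counts per cell were thus of similar size except in cluster 19, where they were higher. The lower CPM of the deeper named classes therefore shows no smaller amount per cell, and free RNA stays open for cluster 1 too. Free RNA names no source, and oocytes are only a candidate source for it, as a hypothesis drawn from these same genes.

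An ovary, or ovarian tissue in the sample, cannot be told apart from a testis by the test that was made. Testicular over ovarian somatic genes stood at 36.1 in juvenile Sertoli-like cells, against 35.8 in those of the adult differentiating and 25.5 in those of the adult regressed library. These cells were named from testicular markers, so the ratio was bound to be high and the question stays open. In the sum of all kept cells, the ovarian somatic list took 3.12, 3.43 and 6.81 CPM and the testicular somatic list 7.99, 19.7 and 171.9 CPM in the adult differentiating, adult regressed and juvenile libraries. The stage of the testis, which the design ties to the library, also stays open as a biological explanation and was not tested.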

How the results depend on the processing

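The changes of naming rules, the clustering of each library on its own and the comparison drawn from it were tests chosen after the results had been seen, and the other alternatives were planned. No paired analysis was possible because no test was made and each group had 1 library. A value was taken to have moved when it left the 95% interval of the value in the report, which covers counting error only and is narrow at these depths. Across the alternatives, 74 cell class shares moved and 58 did not, 35 values of germ cell makeup moved and 1 did not, 8 depth values moved and 4 did not, 15 class levels of the panel lists moved and 3 did not, 2 proliferation values moved and 5 did not, and 53 ratios of whole-library lists moved, 5 reversed and 14 did neither. The cause of these movements was not tested, unless stated.

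Without the 2 naming rules added after the clusters were seen, the adult differentiating library had 62.4% spermatocyte-like and 15.4% unnamed cells (of its named germ cells, 2.98% undifferentiated spermatogonia-like, 74.2% spermatocyte-like and 22.9% spermatid-like). The adult regressed library had 97.9% unnamed cells. The juvenile library had 84.5% undifferentiated spermatogonia-like and 1.01% unnamed cells. With the oocyte naming rule as first written, by list score, 2 more clusters lost their names. Under it, the adult differentiating library had 0% undifferentiated spermatogonia-like and 49.3% unnamed cells (of its named germ cells, 0% undifferentiated spermatogonia-like, 61.9% spermatocyte-like and 38.1% spermatid-like). In the adult regressed library there were 0% undifferentiated spermatogonia-like cells. In the juvenile library there were 0% undifferentiated spermatogonia-like, 0% erythroid-like and 99.0% unnamed cells. With each library clustered on its own, the adult differentiating library had 0% undifferentiated spermatogonia-like, 36.9% spermatocyte-like, 27.8% spermatid-like and 35.2% unnamed cells (of its named germ cells, 0% undifferentiated spermatogonia-like, 57.0% spermatocyte-like and 42.96% spermatid-like). Among adult regressed cells the shares were 0% undifferentiated spermatogonia-like. Among juvenile cells the shares were 0% undifferentiated spermatogonia-like, 1.75% Sertoli-like and 82.7% unnamed. That clustering also named 111 juvenile cells spermatocyte-like, against 4 in the report, 455 juvenile cells macrophage-like and 34 lymphocyte-like. It named no adult differentiating cell Sertoli-like, against 19 in the report. No adult regressed or juvenile cell was spermatid-like in it, against 12 and 6. Without the 2 added naming rules, adult regressed clusters of 1536 and 1144 cells would have been spermatocyte-like there.

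At Leiden resolution 0.5, the adult differentiating library had 36.2% spermatocyte-like, 20.2% spermatid-like and 40.95% unnamed cells (of its named germ cells, 61.5% spermatocyte-like and 34.2% spermatid-like). Cells of the juvenile library were 0.329% undifferentiated spermatogonia-like, 0% erythroid-like and 98.6% unnamed. At resolution 2, the adult differentiating library had 42.8% spermatocyte-like, 32.2% spermatid-like and 22.1% unnamed cells (of its named germ cells, 3.24% undifferentiated spermatogonia-like, 55.2% spermatocyte-like and 41.5% spermatid-like). Cells of the adult regressed library were 97.9% unnamed. The juvenile library had 94.3% unnamed cells. With 4000 variable genes, the adult differentiating library had 39.8% spermatocyte-like and 38.9% unnamed cells (of its named germ cells, 4.02% undifferentiated spermatogonia-like, 65.4% spermatocyte-like and 30.6% spermatid-like). The adult regressed library had 97.8% unnamed cells. In the juvenile library there were 93.6% unnamed cells. With each gene centred within its library, the adult differentiating library had 0% undifferentiated spermatogonia-like, 64.6% spermatocyte-like, 20.2% spermatid-like and 15.01% unnamed cells (of its named germ cells, 0% undifferentiated spermatogonia-like, 76.2% spermatocyte-like and 23.9% spermatid-like). In the adult regressed library there were 0% undifferentiated spermatogonia-like cells. Among juvenile cells the shares were 0% undifferentiated spermatogonia-like, 0% erythroid-like and 98.9% unnamed. With every cell thinned to 1000 UMIs before clustering, the adult differentiating library had 0% undifferentiated spermatogonia-like, 51.3% spermatocyte-like, 17.5% spermatid-like and 31.1% unnamed cells (of its named germ cells, 0% undifferentiated spermatogonia-like, 74.6% spermatocyte-like and 25.4% spermatid-like). Among adult regressed cells the shares were 0% undifferentiated spermatogonia-like. Cells of the juvenile library were 0% undifferentiated spermatogonia-like, 0% erythroid-like and 98.2% unnamed.

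With no filter on cells and doublets still removed, the adult differentiating library had 50.96% spermatocyte-like, 17.5% spermatid-like and 28.7% unnamed cells (of its named germ cells, 3.51% undifferentiated spermatogonia-like, 71.8% spermatocyte-like and 24.6% spermatid-like). Cells of the adult regressed library were 97.6% unnamed. The juvenile library had 93.6% unnamed cells. Over every deposited barcode, doublets included, the medians per cell were 3802 UMIs and 1993 genes (759 after thinning to 1000 UMIs) in the adult differentiating and 12786 UMIs and 3856 genes in the adult regressed library. With at least 1000 UMIs and 500 genes per cell, the adult differentiating library had 0% undifferentiated spermatogonia-like, 43.8% spermatocyte-like, 28.9% spermatid-like and 27.2% unnamed cells (of its named germ cells, 0% undifferentiated spermatogonia-like, 60.3% spermatocyte-like and 39.7% spermatid-like). The adult regressed library had 0% undifferentiated spermatogonia-like cells.

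With doublets kept, the adult differentiating library had 3.35% undifferentiated spermatogonia-like, 15.6% spermatocyte-like and 61.8% unnamed cells (of its named germ cells, 8.84% undifferentiated spermatogonia-like, 41.2% spermatocyte-like and 50.0% spermatid-like). In the adult regressed library there were 97.6% unnamed cells. In the juvenile library there were 0.359% undifferentiated spermatogonia-like, 0% erythroid-like and 96.6% unnamed cells. In the same setting, the proliferation list took 3167 CPM in undifferentiated spermatogonia-like, 3710 CPM in spermatocyte-like, 4271 CPM in spermatid-like and 2436 CPM in Sertoli-like cells and the piRNA list took 3444 CPM in spermatocyte-like, 1737 CPM in spermatid-like and 2067 CPM in Sertoli-like cells. The proliferation level of undifferentiated spermatogonia-like cells was thus 3167 CPM, and no erythroid-like class was left to give a value. With Scrublet's own automatic threshold, the adult differentiating library had 28.8% spermatocyte-like, 15.7% spermatid-like and 52.6% unnamed cells (of its named germ cells, 5.65% undifferentiated spermatogonia-like, 61.1% spermatocyte-like and 33.3% spermatid-like). Among adult regressed cells the shares were 97.6% unnamed. Among juvenile cells the shares were 0.295% undifferentiated spermatogonia-like, 0% erythroid-like and 96.6% unnamed.

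With the mean over cells of each cell's own CPM in place of sums, the proliferation list took 2746 CPM in undifferentiated spermatogonia-like, 3602 CPM in spermatocyte-like, 3600 CPM in spermatid-like and 1955 CPM in Sertoli-like cells and the piRNA list took 4667 CPM in undifferentiated spermatogonia-like, 3310 CPM in spermatocyte-like, 1400 CPM in spermatid-like and 1607 CPM in Sertoli-like cells. Thinning to 2000 UMIs gave a median of 1296, 1177 and 1088 genes per cell in the adult differentiating, adult regressed and juvenile libraries and 92.7% of undifferentiated spermatogonia-like cells with at least 2 UMIs of the proliferation list, all higher by construction, and the order of the libraries stayed as at 1000 UMIs.

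For the ratios of the panel lists, and of spermatocyte, spermatid and Sertoli cell markers against the adult regressed library, the direction reversed in 5 values. The cell death and clearance list, adult differentiating over adult regressed, fell below 1 in both scalings, as did the retinoic acid list with the 50 most abundant genes left out, and the retinoic acid ratios of the juvenile library rose above 1 with median-of-ratios scaling. With the 50 most abundant genes left out of the denominator, adult differentiating over adult regressed was 1.13 (proliferation), 0.826 (hormone receptor), 0.915 (retinoic acid), 0.582 (niche signal), 1.101 (piRNA), 0.870 (cell death and clearance), 2.48 (spermatocyte markers), 6.24 (spermatid markers) and 0.295 (Sertoli cell markers). For juvenile over adult regressed the ratios were 1.73 (proliferation), 0.304 (hormone receptor), 0.770 (retinoic acid), 3.06 (niche signal), 0.487 (piRNA), 2.23 (cell death and clearance), 0.309 (spermatocyte markers), 0.506 (spermatid markers) and 5.92 (Sertoli cell markers). The ratios of juvenile over adult differentiating were 1.53 (proliferation), 0.368 (hormone receptor), 0.841 (retinoic acid), 0.443 (piRNA) and 2.57 (cell death and clearance). With median-of-ratios scaling, adult differentiating over adult regressed was 1.27 (proliferation), 0.931 (hormone receptor), 1.03 (retinoic acid), 1.24 (piRNA), 0.981 (cell death and clearance), 2.80 (spermatocyte markers), 7.04 (spermatid markers) and 0.332 (Sertoli cell markers). For juvenile over adult regressed the ratios were 2.64 (proliferation), 0.463 (hormone receptor), 1.17 (retinoic acid), 4.65 (niche signal), 0.742 (piRNA), 3.40 (cell death and clearance), 0.470 (spermatocyte markers), 0.771 (spermatid markers) and 9.02 (Sertoli cell markers). The ratios of juvenile over adult differentiating were 2.07 (proliferation), 0.498 (hormone receptor), 1.14 (retinoic acid), 7.10 (niche signal), 0.598 (piRNA) and 3.47 (cell death and clearance). With every deposited barcode, doublets included, adult differentiating over adult regressed was 1.33 (proliferation), 0.761 (niche signal), 2.89 (spermatocyte markers), 7.12 (spermatid markers) and 0.494 (Sertoli cell markers). For juvenile over adult regressed the ratios were 1.90 (proliferation), 0.536 (piRNA) and 0.350 (spermatocyte markers). The ratios of juvenile over adult differentiating were 1.43 (proliferation), 4.33 (niche signal), 0.411 (piRNA) and 2.37 (cell death and clearance). The first 2 of these settings move every list of a pair of libraries by 1 factor, so the ratios between lists within a pair did not change. Among marker lists whose ratios the report does not give, undifferentiated spermatogonia markers also changed direction, from 1.09 to 0.920 for adult differentiating over adult regressed with the 50 most abundant genes left out, and differentiating spermatogonia markers from 0.885 to 1.21 for juvenile over adult regressed with median-of-ratios scaling. Endothelial markers went from 1.06 to 0.9502 for juvenile over adult regressed in the first of these settings and from 0.706 to 1.01 for juvenile over adult differentiating in the second.

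Spermatocyte-like cells (15.6% to 64.6%) and spermatid-like cells (15.7% to 32.2%) made up part of the adult differentiating library under each alternative above, the report's setting included, while the undifferentiated spermatogonia-like and erythroid-like names were lost under several. For adult differentiating over adult regressed, the ratio kept its direction under the 3 alternatives for spermatocyte markers (2.48 to 2.95), spermatid markers (6.24 to 7.41), Sertoli cell markers (0.295 to 0.494), proliferation (1.13 to 1.34) and piRNA (1.101 to 1.31). It did so for juvenile over adult regressed with spermatocyte markers (0.309 to 0.470), spermatid markers (0.506 to 0.771), Sertoli cell markers (5.92 to 9.02), proliferation (1.73 to 2.64) and piRNA (0.487 to 0.742). These are directions of sums, and counts of genes did not always follow them. Of the 13 piRNA genes, 7 were higher in the adult differentiating than in the adult regressed library, against 5 with the 50 most abundant genes left out and 6 with median-of-ratios scaling. Of the 21 spermatid marker genes, 10 were higher in the juvenile than in the adult regressed library, against 9 and 11 under these settings, and of the 24 proliferation genes 13 were, against 12 and 16.

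The class alternatives planned for differences between libraries (CPM by total UMIs, means over cells, cells of 1000 to 20000 UMIs, and subtraction of free RNA) and the alternatives for naming genes were not run on the planned comparison, which had no class with at least 50 cells in more than 1 library. They were run only on the comparison of Sertoli-like cells added later. Under some alternatives other classes reached 50 cells in 2 libraries, namely spermatocyte-like cells with each library clustered on its own, undifferentiated spermatogonia-like cells with 4000 variable genes or without the 2 added naming rules, and lymphocyte-like cells with no filter on cells, with doublets kept, with the automatic doublet threshold or with 4000 variable genes. No comparison was run for these. The juvenile library had the fewest cells and UMIs, and its 49 named germ cells and 36 Sertoli-like cells left no class expression from it except in erythroid-like cells.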

Other observations

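Of the tests below, the amount of RNA per droplet in cluster 7, the variation in cluster 1 and the Sertoli-like comparison by separate clustering were chosen after the results had been seen, and the variance ratio of all genes replaced a first test of cluster 7 that had not told clusters apart. The patterns are hypotheses found and tested in the same data, and the design gives a biological explanation, the stage of the testis, only as a difference between whole libraries, which was not tested here.

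Cluster 7 held 2167 cells, all from the adult regressed library, and its cells differed little. The mean ratio of each gene's variance to that of draws from 1 shared profile was 1.011, against 0.996 to 1.005 in simulated draws, 1.065 in the lowest of the other adult regressed clusters and 1.035 in the lowest of all clusters other than 1 and 7. The first test, the variance-to-mean ratio of Sertoli cell markers, gave 1.024 in cluster 7 and about the same in the other large adult regressed clusters. Free RNA in droplets without a cell may give such even profiles. That explanation had predicted that cluster 7 would lie nearest to the sum of the library's other cells among clusters of at least 1000 cells. Over 11371 genes the distance was 0.304 (SD of log2 ratios), and cluster 3 lay nearer at 0.289, so the prediction was not met, but a single nearer cluster does not exclude free RNA and empty droplets cannot be told apart from uniform cells here. Sertoli cell markers lay at 75.81 CPM in cluster 7, near the 68.74 CPM of the whole library. The other clusters of at least 1000 cells held 28.8 to 40.8 CPM, except 63.18 CPM in cluster 10. A level near that of the whole library goes with free RNA. The piRNA list lay further off, at 2143 CPM against 2638 CPM, so the question stays open. Free RNA in every droplet of the library, in an equal amount as large as the UMI counts of cluster 7, is excluded. Of the library's kept cells, 49.2% had fewer UMIs than the 5th percentile of cluster 7, 11916 UMIs (95th percentile 17707 UMIs). This value does not address a smaller equal amount.

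Cluster 1 of the juvenile library gave a mean variance ratio of 1.08, against 0.996 to 1.006 in simulated draws. Its cells varied more than draws from 1 profile, which droplets without a cell could also do if their free RNA came from an uneven mix, so the explanation cannot be told apart from cells of 1 type.

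The undifferentiated spermatogonia-like cells of the adult differentiating library had a median of 26406 UMIs. Doublets might raise the counts. Of 100000 random pairs of other cells, 5.33% reached that median, and dnd1 lay at 175.5 CPM in the class, 14.5-fold above the 12.1 CPM of the richest other cluster among those with at least 50 cells of this library. Since dnd1 is also 1 of the markers that named the class, a high level follows from the naming and decides nothing. The median doublet score was 0.150, against 0.061 in the other kept cells, and doublets cannot be told apart from large cells.

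In adult regressed Sertoli-like cells, the piRNA list took 1886 CPM (1838 to 1935) in the deepest of 3 equal groups of 83 cells and 1549 CPM (1393 to 1717) in the shallowest, a ratio of 1.22. A fixed amount of free RNA per droplet predicts a fall with depth and is excluded as the whole cause. Doublets with germ cells predict a rise and are a candidate explanation, and Sertoli cell markers fell over the same groups, from 2568 CPM in the shallowest to 1031 CPM in the deepest. No biological explanation was tested.

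With each library clustered on its own, an alternative added after the data had been seen, 80 juvenile cells (1.75% of the library, median 14220 UMIs) and 266 adult regressed cells (median 7628.5 UMIs) were Sertoli-like, and 3199 genes set the scaling between them. The rule for named genes gave ecm1a with 1415 against 1 UMIs (ratio 3685, 660.2 to 145632) and cfd with 592 against 2 (ratio 770.8, 212.4 to 6379). It also gave mgp with 283 against 0 UMIs, higher in the juvenile cells. With the 0 read as a floor of 3 counts its ratio was 245.6, and the lower end of the exact interval was 198.5. On the other side stood LOC104918124 with 0 against 210 UMIs. Read against the same floor it was 26.9-fold lower, and the upper end of the exact interval of the ratio was 0.0461. LOC104922421 had 2 against 332 UMIs (ratio 0.0157, 0.00189 to 0.0571) and LOC104937083 had 4 against 404 (ratio 0.0258, 0.00699 to 0.0665). Means over cells moved cfd to 220.4 and LOC104937083 to 0.0820, beyond its interval, and with cells of 1000 to 20000 UMIs these ratios were 241.3 and 0.0617. The ratio of ecm1a moved the other way, to 12358 by means over cells, within its interval. With cells of 1000 to 20000 UMIs it had no finite value. All 6 genes were also named with at least 30 UMIs, and 2 of them without the condition on the level in the whole library. Fibroblast markers were the second class of the juvenile cluster, so a mixture of cell types may lie behind the 6 ratios. Neither that nor the spread between animals was tested. In the whole juvenile library LOC104922421 and LOC104937083 lay at 3.98 and 3.64 CPM. In the whole adult regressed library they lay at 49.2 and 67.6 CPM, near the 78.5 and 95.6 CPM of its Sertoli-like cells. A difference between whole libraries, free RNA included, may therefore lie behind their ratios. LOC104918124 differed, with 2.93 CPM in the whole adult regressed library against 49.7 CPM in its Sertoli-like cells.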
